A study of Mus musculus with 61 samples.

How the data were processed

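Single oocytes and single granulosa cells were lysed, and polyadenylated RNA was turned into amplified cDNA and tagged libraries with a low-input full-length kit, per the labels' protocols. Paired-end sequencing was done on 1 Illumina instrument type, and all cells carry 1 batch label, per the labels. The solvent or doxorubicin was injected 6 hours before collection. The dose is written as 10 with a unit of mg/kb, which is not a dose unit, so the dose is left uncertain.

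The authors deposited 1 table of estimated counts per gene and cell, in which 34.0% of the nonzero values are not whole numbers. The aligner, the counting tool, the genome build, the annotation and the filters are not stated in the labels, so no coordinates are given. The table has 23927 gene rows and 61 cell columns, all of which were matched to a sample by name and used. Gene symbols that a spreadsheet had turned into dates stood in 22 rows with 0.144% of the counts. They were kept in the totals and never named. No row named a mitochondrially encoded gene. The series text states that the raw data of doxorubicin oocyte 4 were lost. Its column is in the table and was kept.

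The estimated counts were rounded to whole numbers. Each library is 1 cell and no animal, litter or culture is named, so cells were not treated as replicates. Counts were summed over the cells of each group and divided by the summed total of all gene rows to give CPM. The main value is the log2 ratio of group CPM, where a group under 3 counts is set to 3 counts. Its 95% interval is the exact conditional binomial (Clopper-Pearson) interval. Intervals of group CPM are exact Poisson intervals and shares of cells have exact binomial intervals. Intervals of list medians come from 1000 Poisson draws. All cover counting error only. No test between groups was possible with 1 sample per group. Medians and ranges over cells describe the cells.

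Before the data were examined, gene lists were written for p53-family targets (40 genes), the JNK pathway (30), AP-1 and other immediate early genes (23), the BCL2 family and caspases (29), DNA damage signalling (32), mitochondrially encoded genes (13), cytosolic ribosomal proteins (55), and markers of oocytes (19), granulosa cells (19), stroma (8), endothelium (7) and blood and immune cells. A list's value is the median log2 ratio over members with at least 5 CPM in either group. Its percentile is taken among 10000 random lists of the same size matched on mean expression over 20 bins, as a description of these libraries. The genes named are a fixed panel of 20 and, per cell type, up to 8 rises and 8 falls. The latter needed at least 50 CPM in the higher group and at least 5 reads in at least 75% of its cells. They were ranked by the smallest absolute log2 ratio over leaving out each cell in turn.

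The calculation was tested on simulated data with 200 of 23927 genes changed by 2 on the log2 scale. The changed genes were drawn from those with a mean of at least 50 CPM in control cells. Both groups were otherwise drawn from the control means, with no difference between animals and no carried-over RNA. The median recovered ratios were 1.98 and -2.03 in oocytes and 1.93 and -2.06 in granulosa cells.

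Alternatives fixed beforehand were the equal-weight mean of the cells' CPM, the difference of the cells' median log2(CPM + 1), edgeR TMM factors and DESeq2 size factors on the group sums, other filters on low genes, minimum counts (100000) and genes (2000) per cell, removal of cells whose own markers summed to less than those of the other type, and leaving out each cell. The scaling factors lay between 0.98 and 1.02. Further alternatives, chosen after the data were seen, kept only oocytes under 200 CPM of granulosa markers, only oocytes under 200 CPM of both granulosa and stroma markers, or only granulosa cells with at least 5000 CPM of them. Gene spans and longest transcripts came from GENCODE M21, matched by symbol, and its build was not set against that of the authors. Spans were found for 99.3% of the genes used in oocytes and 99.0% in granulosa cells. Oocyte-enriched genes were those with at least 100 CPM in control oocytes, at least 10 times the level in control granulosa cells and at least 5 reads in every control oocyte. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.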

Results

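Single cells from the ovaries of wild-type CD-1 mice were profiled at postnatal day 5, 6 hours after an intraperitoneal injection of solvent or of doxorubicin. CD-1 is an outbred mouse stock. Doxorubicin is an anti-cancer drug that damages DNA. At this age the ovary holds oocytes, which are the female germ cells, and the somatic granulosa cells that surround them. The title of the series names the JNK kinases of oocytes and ovarian damage by anti-cancer drugs, and the 2 comparisons made here ask how the transcripts of each cell type differ after the drug. The table held 61 cells, of which 16 were control oocytes, 16 were doxorubicin oocytes, 16 were control granulosa cells and 13 were doxorubicin granulosa cells. No animal was named for any cell, so each group was counted as 1 sample. There were therefore no replicates, and no difference given here was tested. Intervals are 95% intervals for counting error only. They leave out differences between cells and animals, and reads amplified by PCR without molecular identifiers are not independent molecules.

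Total counts per cell ranged from 6834594 to 31262609 over 23927 gene rows. The median total was 10941952 in control oocytes, 11012307 in doxorubicin oocytes, 11478173 in control granulosa cells and 10826423 in doxorubicin granulosa cells. The deepest cell, control oocyte 16, supplied 15.97% of the counts of its group. A median of 13674.5 genes had a count in a control oocyte and 13474.5 in a doxorubicin oocyte. The median was 8903.5 in control granulosa cells and 9443 in doxorubicin granulosa cells. After each cell was thinned to 1000000 counts, which every cell reached, these medians were 12189.5, 12015.5, 7283 and 7232 in the same order. Thinning thus left the granulosa groups without the difference seen before it. The closest pair of cells within a group was control oocytes 2 and 6, with a chi-square of 56.7 per degree of freedom, so no cell repeated another within sampling noise.

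Marker genes fixed beforehand were first set beside the cell type in the labels. Between control oocytes and control granulosa cells the median log2 ratio of the oocyte markers was 4.22 (counting interval 4.21 to 4.22), and 18 of 18 markers with enough counts were higher in oocytes. The granulosa markers had a median of -5.09 (interval -5.14 to -5.04), and 18 of 18 were lower in oocytes. The way of combining cells moved the oocyte marker value most, to 5.49 when the cells' medians were compared. Stroma markers had a median of -4.24 over 8 genes. Endothelial markers had a median of -3.35, but over only 3 genes. Among the blood and immune markers Hba-a1 reached 18.1 CPM in control granulosa cells and 0.99 CPM in control oocytes.

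Single granulosa libraries carried transcripts of more than 1 cell type. The summed CPM of the oocyte markers had a median of 47241 in control oocytes and 34809 in doxorubicin oocytes. In control granulosa libraries the median was 1828, with a highest value of 17922. In doxorubicin granulosa libraries the median was 9933, and the highest value was 47426. The oocyte marker sum exceeded the granulosa marker sum in 4 of 16 control and in 8 of 13 doxorubicin granulosa libraries. The 4 control libraries, 2, 8, 13 and 14, had stroma sums of 8526, 8401, 13210 and 4839 CPM, each above their granulosa sum. Library 2 had an oocyte sum of 845 and a granulosa sum of 571 CPM. A low granulosa sum can thus place a library in this count without many oocyte transcripts. Every oocyte had a higher oocyte than granulosa sum. The oocyte markers differed between the granulosa groups by a median log2 ratio of 2.0 (interval 1.99 to 2.01). Of the markers with at least 5 CPM in either group, 17 of 17 were higher after doxorubicin. Below that limit, Ddx4 went from 1.93 to 0.66 CPM and Lhx8 from 1.82 to 0.80 CPM. A comparison of the granulosa groups is therefore also a comparison of libraries with different amounts of oocyte transcripts.

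**Figure D1:**
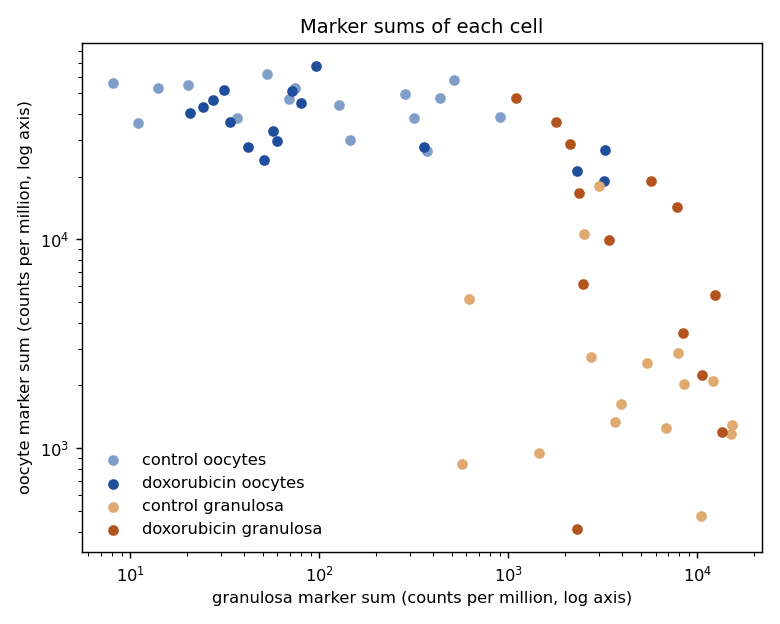
Summed CPM of the oocyte markers (vertical log axis) against the summed CPM of the granulosa markers (horizontal log axis), with 1 point per cell and 1 colour per group. Oocytes lie at the upper left, and 3 doxorubicin granulosa libraries reach oocyte marker sums of 28677, 36282 and 47426 CPM.

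In oocytes the genes with at least 5 CPM in either group had a median log2 ratio of doxorubicin over control of 0.01, with quartiles of -0.24 and 0.25 over 11119 genes. Against this the list of p53-family targets stood apart. The p53 family comprises transcription factors that respond to DNA damage. The list's median log2 ratio was 1.14 (interval 1.09 to 1.19) over 35 genes, of which 31 were higher after doxorubicin, and 0 of 10000 random lists matched on expression had a median as high. The alternative that moved it most was the comparison of the cells' medians, which gave 0.66. The summed CPM of the list lay between 1183 and 1591 in control oocytes. It was above the highest control oocyte in 11 of 16 doxorubicin oocytes, or 68.8% (exact binomial interval 41.3% to 89.0%). The other doxorubicin oocytes had sums from 1050 to 1526 CPM, and 1 of them was below the lowest control oocyte.

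Individual p53-family targets of the fixed panel were higher after doxorubicin in oocytes. Cdkn1a rose from 15.7 CPM (15.1 to 16.2) to 130 CPM (129 to 132), a log2 ratio of 3.06 (3.002 to 3.11). It was above the highest control oocyte in 12 of 16 doxorubicin oocytes. Mdm2 rose from 159 to 673 CPM, with a log2 ratio of 2.09 (2.07 to 2.10). The log2 ratios of Bbc3, Pmaip1, Ccng1 and Phlda3 were 2.86, 3.23, 1.76 and 4.48. Eda2r had a ratio of 6.69 (6.32 to 7.08) over 60 control counts. Only 1 of 16 control oocytes, replicate 9, had at least 5 reads of it, and without that cell the ratio was 10.52. Bax differed least, with 111 CPM in control and 128 CPM in doxorubicin oocytes and a log2 ratio of 0.21 (0.18 to 0.23), which was 0.13 without control oocyte 16.

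**Figure D2:**
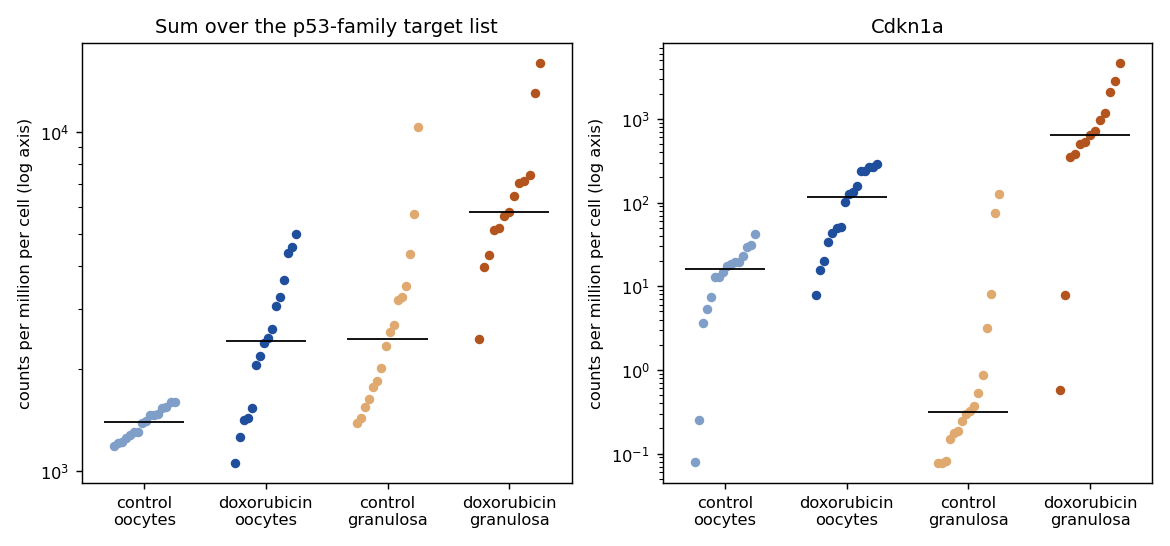
CPM per cell (log axes) summed over the p53-family target list (left) and of Cdkn1a (right), with 1 point per cell, sorted within each of the 4 groups, and a line at the median of the cells. Control oocytes lie between 1183 and 1591 CPM for the list, and 11 of 16 doxorubicin oocytes lie above them.

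The list of JNK pathway genes did not stand apart in oocytes. Its median log2 ratio was -0.09 (interval -0.14 to -0.04) over 25 genes, at percentile 14.8 of the random lists. It was -0.18 without doxorubicin oocyte 5, -0.02 without control oocyte 1, and 0.01 among oocytes with few granulosa transcripts. Mapk8 rose from 7.91 to 11.5 CPM, a log2 ratio of 0.54 (0.45 to 0.64), which was 0.35 without doxorubicin oocyte 5 and 1.09 among oocytes with few granulosa transcripts. Mapk9 and Map2k4 had ratios of -0.01 and 0.02, both with intervals that include 0, and of 0.22 and 0.20 among oocytes with few granulosa transcripts. Map2k7 fell from 16.5 to 14.1 CPM, with a ratio of -0.23, which was -0.08 without control oocyte 5. Mapk10 had a ratio of 0.07, which ranged from -0.18 to 0.39 over leaving out 1 cell. Among oocytes with few granulosa transcripts Mapk10 was at 0.25 and Map2k7 at -0.28. With stroma markers low too, Mapk8 was at 1.21, Mapk9 at 0.35, Mapk10 at 0.51, Map2k4 at 0.20 and Map2k7 at -0.25. The list median was -0.010 in these oocytes. These are transcript levels, and the activity of the kinases was not measured.

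The list of AP-1 and other immediate early genes, which includes transcripts induced through JNK, had a median log2 ratio of 0.32 in oocytes (interval 0.31 to 0.36) at percentile 99.5. Of 18 genes, 13 were higher. The value rested in part on single cells, since it was 0.07 without doxorubicin oocyte 11 and 0.66 without control oocyte 4. The per-cell sums did not separate the groups. Their median was 392 CPM in control and 332 CPM in doxorubicin oocytes, and 0 of 16 doxorubicin oocytes exceeded the highest control oocyte, which allows a share of up to 20.6%. Fos had a log2 ratio of 0.24, which was -0.09 without doxorubicin oocyte 12. Jun had a ratio of 0.29, which was -0.06 without doxorubicin oocyte 11. Atf3 had a ratio of -0.19, which was 1.08 without control oocyte 9.

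The BCL2 family and caspase list had a median log2 ratio of 0.37 in oocytes (interval 0.34 to 0.39) at percentile 99.95, and 15 of 20 genes were higher. Its summed CPM exceeded the highest control oocyte in 15 of 16 doxorubicin oocytes. It shares 4 genes with the p53-family list, and its median without them was 0.27. DNA damage signalling genes had a median of 0.10 (0.08 to 0.13) at percentile 96.5, which was 0.05 without control oocyte 10. In this list Trp53 rose with a ratio of 0.39, Chek2 with 0.34 and Atm with 0.26, and Trp63 had a ratio of -0.09. Leaving out 1 cell lowered Chek2 to 0.22 (doxorubicin oocyte 10) and Atm to 0.11 (doxorubicin oocyte 12), and brought Trp63 to -0.04 (doxorubicin oocyte 6). Among oocytes with few granulosa transcripts Trp53 was at 0.22, Atm at 0.17 and Chek2 at -0.04. With stroma markers low too, Trp53 was at 0.14, Atm at 0.26 and Chek2 at 0.03. Cytosolic ribosomal protein genes had a median of 0.24 (0.23 to 0.25), and 49 of 55 were higher. Oocyte markers had a median of -0.15. Granulosa markers had a median of 1.42 from a low level, and the summed CPM of doxorubicin oocytes 9, 11 and 12 was 3250, 3208 and 2293. The per-cell median of that sum went the other way, from 100.3 CPM in control to 58.1 CPM in doxorubicin oocytes. Of the 13 mitochondrially encoded genes listed, 0 had a row.

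By the fixed rule of size, the genes named as higher in doxorubicin oocytes were D630023F18Rik, Fermt3, Pisd-ps1, Ifitm10, S100a16, Prickle3, Plk2 and Cdkn1a. Their log2 ratios lay between 3.06 and 8.70. All 34 control counts of D630023F18Rik, which had the ratio of 8.70, lay in control oocyte 9, and without that cell the ratio against the floor of 3 counts over the group was at least 12.12. Fermt3 rose from 1.47 to 242 CPM and was above the highest control oocyte in 14 of 16 cells. Only 3 of 16 control oocytes had at least 5 reads of Fermt3, and its ratio of 7.37 was 9.40 without control oocyte 16. Ifitm10 rose from 6.65 to 220 CPM. Pisd-ps1 is named as a pseudogene and may share reads with its parent, so its value is uncertain. The genes named as lower were Pik3cd, Ero1l, Oog3, Gatm, Esyt3, Rpl26, Nlrp4b and Gm43042, with ratios between -2.33 and -1.28. Pik3cd fell from 73.4 to 14.6 CPM and was below the lowest control oocyte in 12 of 16 cells. Without control oocyte 3 the ratio of Gatm, -2.19 over all cells, was -1.46. It was -0.58 among oocytes with few granulosa transcripts, and Gatm was higher in control granulosa cells than in control oocytes by 4.28, so its fall is uncertain. Oog3 and Nlrp4b belong to families of similar genes, and Rpl26 has pseudogene copies, so reads could be split between copies. In simulated oocyte data, 8 of 8 named rises and 8 of 8 named falls were true. Changed genes there had at least 50 CPM in control cells, whereas every rise named here had at most 15.7 CPM in control oocytes. The simulation therefore cannot speak for these rises. It held no differences between animals, for rises or for falls.

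In granulosa cells the genes with at least 5 CPM in either group had a median log2 ratio of -0.03, with wider quartiles of -0.76 and 0.76 over 12194 genes. The p53-family list had a median of 1.67 (interval 1.54 to 1.75), 34 of 39 genes were higher, and 0 of 10000 random lists had a median as high. The comparison of the cells' medians moved it most, to 1.297. Summed CPM of the list was above the highest control cell in only 2 of 13 cells, since control granulosa cell 13 had a sum of 10306. That library held 13210 CPM of stroma markers and 617 CPM of granulosa markers. Control granulosa cell 2 held 8526 and 571 CPM of them. Whether these 2 libraries are of granulosa cells is therefore uncertain. Cdkn1a rose from 13.5 CPM (13.01 to 14.1) to 1161 CPM (1155 to 1166), a log2 ratio of 6.42 (6.36 to 6.48), and was above the highest control cell in 11 of 13 cells. The ratio was 7.62 without control granulosa cell 5 and 4.75 among granulosa cells with many granulosa transcripts. At least 5 reads of Cdkn1a were found in 6 of 16 control cells, or 37.5% (15.2% to 64.6%), and in 13 of 13 doxorubicin cells (75.3% to 100%). With at least 1 read the control share was 100%, so this share depends on the detection limit. The log2 ratios of Mdm2 and Bax were 1.47 and 1.45. Ratios of other targets rested on few control cells. Ccng1, with at least 5 reads in 5 of 16 control cells, had a ratio of 3.70, which was 4.94 without control granulosa cell 13. Bbc3 had a ratio of 1.85, which was 7.26 without control granulosa cell 2. Pmaip1 had a ratio of 9.19 over 15 control counts, which was 7.16 without doxorubicin granulosa cell 6. Eda2r had a ratio of 2.99, which was 7.60 without control granulosa cell 2. Phlda3 had a ratio of 2.85, which was 3.77 without control granulosa cell 13. Removal of cells with more of the other type's markers took out control granulosa cells 2 and 13 among others. Bbc3, Eda2r, Phlda3 and Ccng1 were then at 5.65, 7.55, 4.87 and 4.24. The ratios of Bbc3 and Pmaip1 also rested on few doxorubicin cells, since only 6 and 7 of 13 had at least 5 reads. Between the cells' medians Bbc3 was at 0.23 and Pmaip1 at 0.60. By the same measure Ccng1, Phlda3 and Eda2r were at 8.17, 6.69 and 4.82.

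The other lists stood apart less in granulosa cells. The JNK pathway list had a median of -0.12 (interval -0.16 to -0.09) at percentile 37.4, and it was 0.43 without control granulosa cell 3. Mapk8 had a ratio of 1.06, which was -0.78 without doxorubicin granulosa cell 9. Mapk9 had a ratio of -0.01, and it was 1.15 without control granulosa cell 3. Map2k4 had a ratio of 0.53, which was 0.06 without doxorubicin granulosa cell 14. Map2k7 rose from 6.40 to 41.8 CPM, a ratio of 2.71. Mapk10 fell from 17.4 CPM to 5 counts in all, a ratio of -8.96 (interval -10.58 to -7.73). Only 8 of 16 control granulosa cells had at least 5 reads of Mapk10, with a median of 0.30 CPM, and the difference between the cells' medians was -0.37. The AP-1 list had a median of -0.42 (-0.44 to -0.40) at percentile 0.35, and 17 of 21 genes were lower. It was -0.26 without control granulosa cell 3. Fos had a ratio of -0.44, which was -0.26 without control granulosa cell 10. Jun had a ratio of 0.46, which was 0.08 without doxorubicin granulosa cell 9. Atf3 had a ratio of -1.39, which was 0.03 without control granulosa cell 3. The BCL2 family and caspase list had a median of 0.22 at percentile 83.6, which was 0.05 without doxorubicin granulosa cell 14, and -0.19 without the 4 genes shared with the p53-family list. DNA damage signalling genes had a median of -0.19 at percentile 21.97, which was -0.35 without doxorubicin granulosa cell 16. In this list Trp53 had a ratio of -0.28, Atm one of -0.92, Chek2 one of -0.04 and Trp63 one of -1.43. Without doxorubicin granulosa cell 14 the ratio of Trp53 was -0.64, without doxorubicin granulosa cell 7 that of Atm was -2.98, and without control granulosa cell 4 that of Trp63 was -0.36. The ratio of Chek2 went from -0.84 without doxorubicin granulosa cell 16 to 0.73 without control granulosa cell 9. Ribosomal protein genes had a median of -0.13 at percentile 21.2, which was -0.07 without control granulosa cell 8. Granulosa markers had a median of -0.33 and stroma markers of -0.92.

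**Figure D3:**
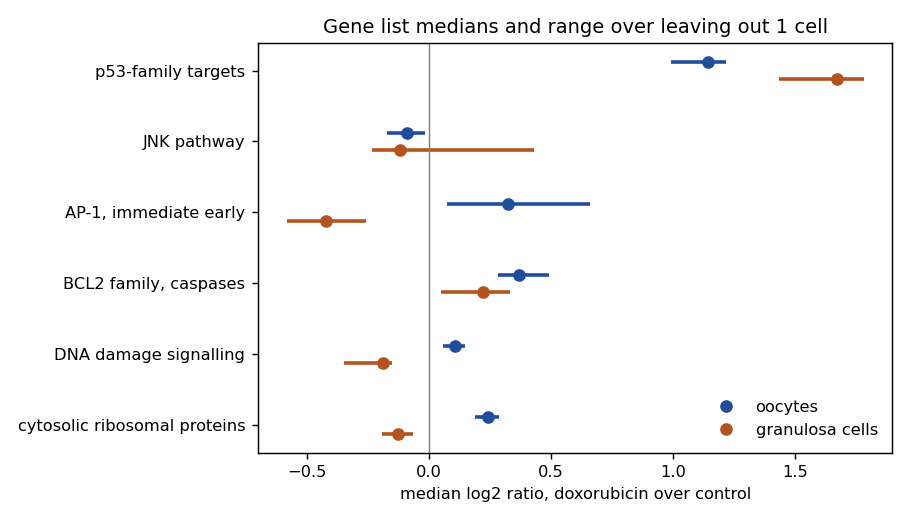
Median log2 ratio of doxorubicin over control (horizontal axis) for 6 gene lists (vertical axis) in oocytes and in granulosa cells. Points are the values over all cells and lines span the values over leaving out each cell in turn. The p53-family list lies at 1.14 in oocytes and at 1.67 in granulosa cells.

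The genes named by the rule as higher in doxorubicin granulosa cells were Gm38025, Cdkn1a, Fbxw15, Gm44087, Omt2b, Mvp, Gdf9 and Trp53inp1, with log2 ratios between 4.30 and 7.15. All but Cdkn1a were higher in control oocytes than in control granulosa cells by a log2 ratio of at least 2.67. Yet all of these but Mvp rose by more than that difference, as with Gm38025 (7.15 against 4.97) and Omt2b (5.53 against 3.82). Their levels in doxorubicin granulosa cells were thus above those in control oocytes, more than carried-over RNA at such levels alone would supply. Trp53inp1 is also in the p53-family list. Gdf9 rose from 68.1 to 1817 CPM and is one of the oocyte markers. The genes named as lower were Epn2, Arl5a, Pdlim1, Rpl26, Abi2, Clcn4, Eif2b4 and Spty2d1, with ratios between -3.59 and -2.52. In simulated granulosa data 6 of 8 named rises but only 3 of 8 named falls were true, so the named falls in these cells are unreliable.

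Across the 8342 genes with at least 5 CPM in all 4 groups, the log2 ratios in oocytes and in granulosa cells showed almost no correlation. Pearson's r was 0.02 and Spearman's rho was 0.00 across genes, which are not independent replicates, and 49.98% of genes had the same sign. Granulosa ratios could move widely with 1 cell left out, as with Mapk8 from -0.78 to 1.51. Such noise lowers r, so a shared part of the responses is not excluded. The groups compared shared no control cells. Leaving out the p53-family targets gave an r of 0.00. The p53-family list was higher after doxorubicin in both cell types, and its medians differed by 0.53 on the log2 scale, with the higher value in granulosa cells. This difference was not tested, and its direction depended on which cells were kept. Among granulosa cells with at least 5000 CPM of granulosa markers the median was 1.36. It was 0.997 among oocytes under 200 CPM of granulosa markers, but 1.48 among those also under 200 CPM of stroma markers.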

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

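Opposite directions in the 2 cell types drew attention to the results in this part. In each, the log2 ratios of doxorubicin over control lay on opposite sides of 0, outside their counting intervals and over leaving out each cell in turn. Each group is 1 sample, so no difference between the cell types was tested. The checks that kept only cells by their granulosa or stroma marker sums were chosen after the data were seen. Those of the AP-1 list among such oocytes were written before their values were known.

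The AP-1 and immediate early list had a median of 0.32 in oocytes and -0.42 in granulosa cells, a difference of 0.75. Oocyte samples with granulosa RNA could raise the oocyte value, because these genes are far higher in granulosa cells. Among the 10 control and 12 doxorubicin oocytes under 200 CPM of granulosa markers, the group marker sums were 53.4 and 50.5 CPM and the list median was 0.27, with 10 of 15 genes higher. These oocytes still held stroma markers, at 116 CPM in control and 118 CPM in doxorubicin. Among the 9 control and 10 doxorubicin oocytes under 200 CPM of stroma markers as well, the stroma sums were 25.7 and 23.9 CPM and the list median was 0.55 (interval 0.48 to 0.61), with 7 of 8 genes higher. It stayed between 0.35 and 1.24 over leaving out each of these oocytes. Carried-over granulosa or stroma RNA, as far as these markers show it, is argued against as the whole cause. Single cells decide much of the size, since the value without doxorubicin oocyte 11, with no limit on markers, was 0.07, and an effect of the treatment stays open. The panel members Fos, Jun and Atf3 had ratios of -0.10, 1.42 and 2.59 under the granulosa limit alone and of 0.68, 0.56 and 0.20 under both limits, so their sizes depend on which oocytes are kept.

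The ribosomal protein genes had a median of 0.24 in oocytes and -0.13 in granulosa cells, a difference of 0.37. The oocyte value was 0.22 among the oocytes with few granulosa transcripts. The granulosa value was -0.03 among granulosa cells with at least 5000 CPM of granulosa markers, but -0.12 when cells with more of the other type's markers were left out. These filters disagree, so whether the mix of cells gives the fall stays open. The DNA damage signalling list had medians of 0.10 and -0.19, a difference of 0.29. Among the oocytes with few granulosa transcripts and the granulosa cells with at least 5000 CPM of granulosa markers these were 0.05 and -0.16. Neither list was far from the random lists in granulosa cells.

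Among panel genes, Map2k7 had a log2 ratio of -0.23 in oocytes and 2.71 in granulosa cells, a difference of -2.94. Map2k7 is higher in control oocytes than in control granulosa cells by 1.37, so carried-over oocyte RNA could raise it. Among granulosa cells with at least 5000 CPM of granulosa markers the ratio was 1.99, and it was 1.73 when cells with more of the other type's markers were left out. Its level in doxorubicin granulosa cells, 41.8 CPM, was above the 14.1 CPM of doxorubicin oocytes, more than RNA of such oocytes alone would supply. Only 7 of 13 doxorubicin and 5 of 16 control granulosa cells had at least 5 reads of it.

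Atm had ratios of 0.26 and -0.92, a difference of 1.18. Only 3 of 13 doxorubicin granulosa cells had at least 5 reads of it, and its granulosa ratio ranged from -2.98 without doxorubicin granulosa cell 7 to -0.33 without control granulosa cell 9. It was -6.85 when cells with more of the other type's markers were left out, which kept 5 of 13 doxorubicin granulosa cells. Among granulosa cells with at least 5000 CPM of granulosa markers it was -0.43, and between the cells' medians -0.08, so its size is unsettled. Trp53 had ratios of 0.39 and -0.28, a difference of 0.67. Its granulosa ratio was 0.07 among granulosa cells with at least 5000 CPM of granulosa markers and 0.10 when cells with more of the other type's markers were left out. The opposite direction of Trp53 may thus come from the mix of transcripts in the granulosa libraries. The oocyte ratio of Trp53 was 0.22 among oocytes under 200 CPM of granulosa markers and 0.14 with stroma markers low too. Between control oocytes and control granulosa cells its log2 ratio was -1.93, so carried-over RNA may add to its rise in oocytes.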

How the results depend on the processing

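No paired analysis was possible because no result comes from a test and the replicate numbers only name cells. The alternatives that kept cells by their granulosa or stroma marker sums were chosen after the data were seen. Leaving mitochondrially encoded genes out of the totals gave no value, since 0 such rows exist, and the minimum counts and genes per cell removed 0 cells, so neither says anything about stability. The cause of the shifts given here was not tested.

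The p53-family list kept its direction in both cell types under every alternative run. In oocytes its median was 1.14, and it was 1.21 with cells weighted equally, 0.66 between the cells' medians, 0.92 with a limit of 20 CPM and 0.997 among oocytes low in granulosa markers and 1.48 among those low in stroma markers too. In granulosa cells it was 1.67, and it was 1.297 between the cells' medians, 1.51 after removal of cells by marker identity and 1.36 among cells high in granulosa markers. Leaving out 1 cell gave 0.99 to 1.22 in oocytes and 1.44 to 1.78 in granulosa cells.

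The JNK pathway list did not keep its direction. In granulosa cells it went from -0.12 to 0.050 between the cells' medians, to 0.46 with a limit of 20 CPM and to 0.43 among cells high in granulosa markers. It was -0.18 with equal weights and -0.63 by marker identity, and leaving out 1 cell gave -0.23 to 0.43. In oocytes it went from -0.09 to 0.0089 among oocytes low in granulosa markers and to -0.010 among those low in stroma markers too. It was -0.16 between the cells' medians and -0.15 with a limit of 20 CPM, and leaving out 1 cell gave -0.18 to -0.020.

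The AP-1 list kept its direction in each cell type under every alternative run. In oocytes it was 0.42 with equal weights, 0.16 between medians, 0.27 among oocytes low in granulosa markers and 0.55 among those low in stroma markers too, and 0.074 to 0.66 over leaving out 1 cell. In granulosa cells it was -0.46 with equal weights, -0.53 between medians, -0.38 with a limit of 20 CPM, -0.34 with no limit, -0.31 by marker identity and -0.57 among cells high in granulosa markers. Leaving out 1 cell gave -0.58 to -0.26.

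The BCL2 family and caspase list in oocytes was 0.27 with a limit of 20 CPM, 0.24 with no limit and 0.46 among oocytes low in granulosa markers, and 0.28 to 0.49 over leaving out 1 cell. In granulosa cells it was 0.10 with equal weights, 0.51 with a limit of 20 CPM, 0.014 with no limit, 0.12 by marker identity and 0.0072 among cells high in granulosa markers, and 0.048 to 0.33 over leaving out 1 cell. DNA damage signalling genes in oocytes were 0.066 between medians and 0.049 among oocytes low in granulosa markers, and 0.055 to 0.15 over leaving out 1 cell. In granulosa cells they were -0.032 between medians, -0.14 with a limit of 20 CPM, -0.093 by marker identity and -0.16 among cells high in granulosa markers, and -0.35 to -0.15 over leaving out 1 cell. Ribosomal protein genes in oocytes were 0.22 with equal weights, 0.22 between medians, 0.22 among oocytes low in granulosa markers and 0.25 among those low in stroma markers too, and 0.19 to 0.29 over leaving out 1 cell. In granulosa cells they were -0.14 with equal weights, -0.15 between medians and -0.032 among cells high in granulosa markers, and -0.19 to -0.069 over leaving out 1 cell.

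Between control oocytes and control granulosa cells the oocyte markers were 4.08 with equal weights, 5.49 between medians, 4.24 with TMM factors, 4.27 with DESeq2 size factors, 4.28 with no limit and 5.08 by marker identity, and 4.12 to 4.82 over leaving out 1 cell. The granulosa markers were -4.94 with equal weights, -4.51 between medians, -5.04 with DESeq2 size factors and -5.32 by marker identity, and -5.33 to -4.82 over leaving out 1 cell. The r across genes of the 2 responses was 0.037 by marker identity, and -0.0053 to 0.037 over leaving out 1 cell.

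Single genes reversed as follows. Between the cells' medians, Fos was -0.13 and Mapk10 was -0.16 in oocytes, and Mapk8 was -2.60 and Trp63 was 0.15 in granulosa cells. By marker identity, Mapk8 was -1.86 and Trp53 was 0.10 in granulosa cells. Among granulosa cells high in granulosa markers, Mapk8 was -5.69 and Trp53 was 0.068. Among oocytes low in granulosa markers, Atf3 was 2.59, Chek2 was -0.043 and Fos was -0.10, and among those low in stroma markers too Atf3 was 0.20. Over leaving out 1 cell, Mapk10 ranged from -0.18 to 0.39, Jun from -0.061 to 0.60, Fos from -0.088 to 0.72 and Atf3 from -1.42 to 1.08 in oocytes, and Mapk8 from -0.78 to 1.51 and Atf3 from -2.56 to 0.033 in granulosa cells. With TMM factors 69 of 70 values of named genes stayed within the counting interval of the main value, with DESeq2 size factors 70 of 70, with equal weights 36 of 70, by marker identity 37 of 70 and between the cells' medians 6 of 70. Among oocytes low in granulosa markers 6 of 35 did so, with stroma markers low too 6 of 35, and among granulosa cells high in granulosa markers 1 of 35. Over leaving out 1 cell 1146 of 2135 did so. Depth was similar in all groups, and a count of 0 in 13 cells allows a share of cells of up to 24.7%. Of 80 shares of cells with a panel gene, 11 moved beyond their interval when 1 read was enough.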

Other observations

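The tests of gene span, of a single mixing share, of transcript length, of carried-over stroma RNA and of a trend with total counts were chosen before their values were seen. The other tests in this part, and the drawing of cells and the limit by which the single mixing share was judged, were chosen after the result was seen.

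Doxorubicin granulosa libraries held many oocyte transcripts. Depth does not account for this, since the ratio of median total counts, doxorubicin over control, was 0.94. Mislabelled intact oocytes are argued against, because the 3 libraries with oocyte-level marker sums (doxorubicin granulosa 1, 4 and 6) had at most 6842 genes at 1000000 counts, against at least 10604 in any oocyte. A degraded oocyte stays open. A set of 190 oocyte-enriched genes chosen in control cells reached a median of 19.7% of the doxorubicin oocyte level in doxorubicin granulosa libraries. Their low level in control granulosa cells was part of the choice, so the shares in control libraries decide nothing and are left out. Whole-oocyte RNA at a single share would place all genes close together. In the doxorubicin libraries 28.4% of the genes lay beyond 3-fold of the median share, and 39 of 190 lay more than 3-fold below it by more than counting error. Over cells drawn again with replacement, 13 of 190 stayed that low, more than the 5% set as the limit. Transcripts made by granulosa cells can raise a share but not lower it, so RNA of such oocytes at a single share is argued against as the whole cause in the doxorubicin libraries. RNA of oocytes unlike those profiled stays open. Free RNA that favours short transcripts was expected to give a rho under -0.3 across genes. The rho was -0.20 in doxorubicin granulosa libraries, which argues against a trend of that size. Gdf9 stood at 322% of its doxorubicin oocyte level, more than RNA of such oocytes alone would supply. Release of RNA from damaged oocytes, or oocyte fragments attached to granulosa cells, may contribute and were not tested.

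The rise of p53-family targets in granulosa libraries is not explained by carried-over oocyte RNA. Cdkn1a was above the highest doxorubicin oocyte (289 CPM) in 11 of 13 libraries, and 28 of the 34 list genes that rose were above the doxorubicin oocyte level. A different mix of somatic cells is argued against as the whole cause, since the list median was 1.36 among libraries with at least 5000 CPM of granulosa markers. In oocytes, carried-over granulosa RNA is argued against by a median of 0.997 among oocytes under 200 CPM of granulosa markers, and carried-over stroma RNA by one of 1.48 among those also under 200 CPM of stroma markers. Depth is argued against by a ratio of median total counts of 1.01. Spearman's rho between the list sum and total counts over the 16 doxorubicin oocytes was 0.21, below the 0.5 set for a trend. Cells are not independent samples, so this rho carries no p-value. A response to doxorubicin is a hypothesis that these tests leave open, and differences between animals cannot be separated from treatment.

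Doxorubicin oocytes were uneven. Replicates 2, 8, 14, 15 and 16 had p53-family sums of 1526, 1429, 1407, 1256 and 1050 CPM, within or below the control range, while the highest, replicate 4, had 4981. The summed BCL2 family and caspase list was above the highest control in 15 of 16. The rho of 0.21 with total counts argues against depth as the cause of the uneven p53-family sums, and no other explanation was tested.

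Rpl26, named by the rule as lower in both cell types, had 2 separate levels in oocytes. It was under 50 CPM in 2 of 16 control and 12 of 16 doxorubicin oocytes, at no more than 20.7 CPM, and at least 129 CPM in all others. In granulosa cells it was under 50 CPM in 2 of 16 control and 12 of 13 doxorubicin cells. A fall of all ribosomal protein transcripts is argued against in oocytes, since their median was 0.24. In granulosa cells 44 of 55 were lower, but with a median of -0.13 against -3.15 for Rpl26, so such a fall is argued against there as the whole cause. The only row named as an Rpl26 copy held 0 counts in the doxorubicin libraries, so reads did not move there, though other copies could take them. Doxorubicin as the only cause is argued against by the 2 control oocytes (9 and 12) at the low level. A difference between animals, such as a variant in this outbred stock that changes read assignment, cannot be told apart from the treatment, because 0 label tags name an animal. If the low level marks certain animals, the groups may differ in their animals as well as in treatment.

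Longer genes were slightly lower after doxorubicin in oocytes. The drug can stall transcription, so a fall with gene span was looked for. Across 7729 genes with at least 20 CPM, Spearman's rho of the log2 ratio with gene span was -0.12 in oocytes, past the -0.1 set beforehand. Quartiles of span had median ratios of 0.06, 0.00, -0.03 and -0.05. In granulosa cells rho was -0.075 over 8878 genes, short of that limit. The span quartiles there had median ratios of 0.04, 0.01, -0.08 and -0.13, so a fall limited to oocytes is not shown. Genes are not independent replicates, and a length bias between libraries could give so small a trend.

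Doxorubicin granulosa library 15 carried blood transcripts, with 20976 CPM of Hba-a1 and 12402 CPM of Hbb-bs. At lower levels such transcripts were also more widespread after doxorubicin. Hbb-bt had at least 5 reads in 10 of 13 doxorubicin and 1 of 16 control granulosa libraries. In oocytes it had them in 6 of 16 doxorubicin and 1 of 16 control cells. The median of Hbb-bs was 35.5 CPM in doxorubicin and 0.04 CPM in control granulosa libraries. No biological explanation was tested for these differences.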
